A study of Mus musculus with 1480 samples.

How the data were processed

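Single microglia from the hippocampus of female mice had been sorted as CD45+CD11b+ cells into plates and sequenced by Smart-seq2, which reads along whole transcripts and carries no molecular identifiers. The deposited table held raw read counts per gene and per cell for 1480 cells from 8 mice, with 2 mice in each of 4 titled groups and 2 plates per mouse. It listed 23429 features, of which 23337 were genes given by symbol and 92 were ERCC spike-in sequences, and 8071 genes had no count in any cell. The authors' aligner, counting program, genome build and annotation are not stated in the labels, and any removal of wells came before deposit. No positions are therefore given. Of the symbols, 20953 (89.8%) were found in the GENCODE vM21 mouse annotation. That annotation served only for GC content, which was read from the longest transcript of each symbol. The table held 0 mitochondrially encoded genes, so no mitochondrial share could be computed.

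Groups were taken from the sample titles. The characteristics of the samples contradicted the titles for 2 mice. NTG_233 was titled as carrying mouse Trem2 but described as human TREM2, and PS19_246 was titled P301S but described as without P301S. Grouping by the characteristics was run as an alternative. Each titled group was one library pool, so pool and titled group cannot be told apart. No model of the titled groups with pool as a term could be fitted. By the characteristics the pools of NTG_233 and PS19_246 each mix genotypes, and no model with pool as a term was run on that grouping.

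The mouse was the replicate, so counts were summed over all deposited cells of a mouse, giving 57.8 M to 78.3 M gene counts per mouse. Spike-ins, at 0.572% of all counts, were left out of the sums. The sums were analysed in edgeR 4.0.16 under R 4.3.3 with TMM normalisation, where the factors ran from 0.925 to 1.04, and with filterByExpr, which left 12591 genes. A quasi-likelihood model with 1 mean per group was fitted to all 8 mice, leaving 4 residual degrees of freedom and a prior of 5.75 degrees of freedom, with a common biological coefficient of variation of 0.904. From it 7 comparisons were made, namely the effect of R47H with and without P301S, the effect of P301S with and without R47H, their interaction, and the average effect of each factor. A gene counted as changed when its Benjamini-Hochberg adjusted p fell under 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. Levels are given as CPM, the summed counts of a mouse per 1 M of its gene counts.

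Genes to be named were fixed before the data were examined, as were the 7 gene lists, the comparisons, their tests and most alternatives. The rule named up to 4 genes higher and 4 lower per comparison, with the largest absolute log2 fold change, among called genes with a mean of at least 50 CPM and no overlap between the mice of the arms. It named Trem2, Apoe, Cst7, Clec7a, Itgax, P2ry12, Tmem119, Cx3cr1, Il1b, Tnf and Xist whatever their values, and Prnp and Mapt for the P301S comparisons. As 0 genes were called, the first part of the rule named none, and every other gene named in the text was chosen after its values were seen. The 7 lists covered disease-associated microglia, homeostatic microglia, interferon response, MHC class II, inflammatory cytokines with NF-kB, members of the PI3K-AKT pathway, and immediate-early and stress genes. Lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01 in the 4 comparisons of 1 group with 1 group, on log2 CPM with a prior count of 2, and adjusted over the 28 tests.

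Cells were clustered together in Python 3.11.15 with igraph 0.11.9 and leidenalg 0.10.2, from log2 of CPM plus 1, the 2000 most variable genes, 20 principal components, 15 neighbours and a Leiden resolution of 0.5. A cluster was named when at least 3 of its 10 genes with the largest fold over the other cells, at a pseudocount of 10 CPM, were markers of 1 class on lists fixed beforehand. Shares of cells were compared by two-sided exact permutation of 1 factor within the levels of the other, which allows 36 arrangements. Confidence intervals of shares are 95% Wilson intervals, made with scipy 1.17.1. Intervals and limits from counts of 0 cover counting error only, since reads without molecular identifiers are not independent molecules. No doublet caller was run.

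The alternatives were DESeq2 1.42.0 with its own size factors and Wald test, RLE size factors, no expression filter, a stricter filter (at least 1 CPM in every mouse of a group and a mean of at least 10 CPM), equal weight for each cell (limma with trend on log2 of the mean CPM plus 1), cells with at least 1000 genes and 50000 counts, each plate alone, genotype from the characteristics, fits of only the groups compared, and leaving out each mouse. For the lists they also included fry and camera with an estimated correlation, and for the clusters another resolution, fewer components and fewer variable genes. Chosen after the data were seen were the removal of the ribosomal precursor Rn45s, the largest cluster alone, the removal of the third cluster, the mean over cells of log2(CPM + 1) with and without counts of 20 or fewer set to 0, an offset for GC content, and the list medians without each mouse. The pipeline was tested on simulated data with 200 changed genes at a log2 fold change of 2. With a low spread it recovered 200 of 200 with 7 false calls in the effect of R47H within P301S. Another simulation put the spread of each gene on the trend fitted to these data (median biological coefficient of variation 0.544). It recovered 96 of 200 (48.0%) in the effect of R47H within P301S and 135 of 200 (67.5%) in the average effect of R47H. Genes had no spread of their own about that trend, and changed genes had at least 10 CPM. Recovery in the real data may therefore be lower.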

Results

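Hippocampal microglia of female mice were profiled one cell at a time to compare mice with and without the R47H variant of TREM2, a receptor of microglia linked to Alzheimer's disease risk, and with and without P301S, a tauopathy background. The title of the series asks whether the R47H variant produces microglial states that worsen disease, through AKT signalling. The 4 titled groups were WT (NTG_232 and NTG_233), R47H (K1_241 and K1_243), P301S (PS19_245 and PS19_246) and P301S with R47H (PS19K1_248 and PS19K1_267), with 2 mice each. By the titles of the R47H groups, 1 mouse Trem2 allele was replaced by human TREM2. No titled group carried human TREM2 without R47H, so no effect of R47H below can be told apart from that replacement. The mice contributed 181 to 187 cells each. Total gene counts were 75.2 M in NTG_232, 71.2 M in NTG_233, 64.8 M in K1_241, 57.8 M in K1_243, 62.4 M in PS19_245, 78.3 M in PS19_246, 58.9 M in PS19K1_248 and 68.4 M in PS19K1_267. A cell had a median of 353036 counts (range 674 to 1003502) and 1641 detected genes (range 300 to 3500). The ribosomal precursor Rn45s took 18.5% of gene counts, from 13.8% in PS19_246 to 23.0% in PS19K1_248.

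Trem2, the gene the study altered, was examined first as a check of the labels. Its level was 1468 CPM in NTG_232, 1667 CPM in PS19_245 and 1676 CPM in PS19_246. It was 821 CPM in K1_241, 680 CPM in K1_243, 791 CPM in PS19K1_248 and 965 CPM in PS19K1_267. NTG_233 was titled as carrying mouse Trem2 and measured 780 CPM, inside the range of the 4 mice titled R47H (mean 814 CPM, SD 117, n = 4) and below the other 3 mice titled with mouse Trem2 (mean 1604 CPM, SD 118, n = 3). Its characteristics gave human TREM2. Every direction below is therefore given for mice as titled, and every comparison that includes the mice titled WT holds a mouse whose Trem2 level contradicts its title. The effect of R47H within P301S and that of P301S in mice titled R47H include none of them. R47H within P301S does include PS19_246, titled P301S but described as without it. Whether reads of human TREM2 were counted under Trem2 is not known, so a lower level can come from the replaced mouse allele alone. Across titled groups the average Trem2 difference by R47H was a log2 fold change of -0.67 (SE 0.19, 4 mice against 4), with an edgeR adjusted p of 0.598. With the genotype taken from the characteristics it was -0.91 (SE 0.16) with an adjusted p of 0.144. The adjusted p moved most under DESeq2, where a log2 fold change of -0.66 had an adjusted p of 0.00732, against a range of 0.00732 to 0.868 over all alternatives. Trem2 was detected in 82.9% (95% Wilson interval 76.7% to 87.7%) to 98.9% (96.2% to 99.7%) of the cells of a mouse.

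**Figure D1:**
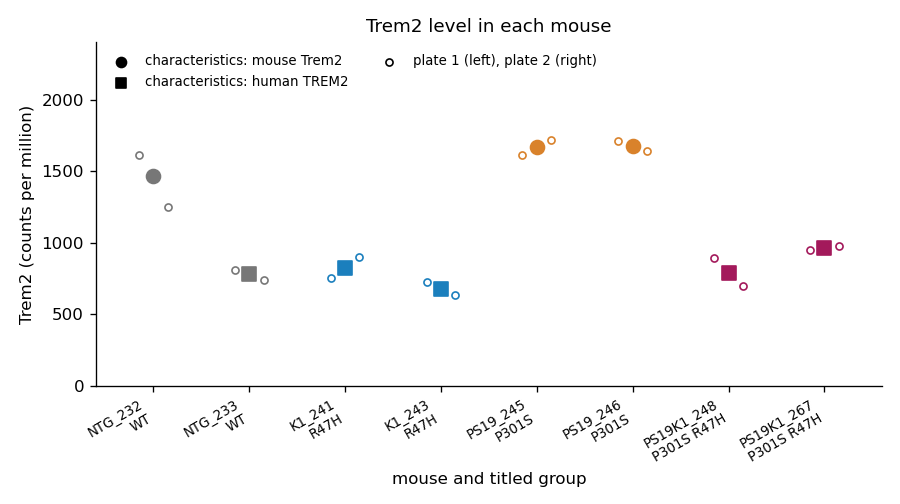
Trem2 in CPM (y axis) for each mouse (x axis, with titled group), as large filled points for all cells and small open points for the 2 plates, where squares mark human TREM2 in the characteristics. NTG_233, titled WT, lies at 780 with the 4 mice titled R47H, between 680 and 965.

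The gene-level comparisons asked which genes differed between groups. None of the 7 comparisons called a gene among the 12591 tested, and the smallest adjusted p of any was 0.113. For R47H within P301S, 0 genes were called, 867 had an unadjusted p under 0.05, and the smallest adjusted p was 0.221 (S1pr2). For R47H without P301S, 0 were called and 517 had an unadjusted p under 0.05 (smallest adjusted p 0.668, Aldoc). For P301S in mice titled with mouse Trem2, 0 were called and 624 had an unadjusted p under 0.05 (smallest adjusted p 0.530, Cd300lf). For P301S in mice titled R47H, 0 were called and 850 had an unadjusted p under 0.05 (smallest adjusted p 0.212, S1pr2). The interaction called 0 genes, with 724 at an unadjusted p under 0.05 (smallest adjusted p 0.675, Lzts2). The average effect of R47H called 0 genes, with 899 at an unadjusted p under 0.05 (smallest adjusted p 0.280, S1pr2). The average effect of P301S called 0 genes, with 1041 at an unadjusted p under 0.05 (smallest adjusted p 0.113, Cd300lf). The median SE of a log2 fold change was 0.68 in the comparison of R47H within P301S. As each titled group was a separate library pool, no comparison of titled groups could be repeated within a pool.

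The counts of called genes depended on the model. DESeq2 moved them most, to 294 genes for R47H within P301S and 373 for the average effect of P301S. Leaving out 1 mouse changed the average effects. Each such fit left 1 mouse in a group, which loosens the expression filter. These fits tested 13635 to 13743 genes against 12591, so the mice and the genes tested changed together. The average effect of R47H called 25 genes without PS19K1_267, 4 without PS19_245, 2 each without NTG_233, PS19_246 and PS19K1_248, 1 without K1_241, 0 without NTG_232 (773 at an unadjusted p under 0.05) and 0 without K1_243 (778 at an unadjusted p under 0.05). The average effect of P301S called 41 genes without PS19K1_248, 10 without PS19_246, 8 without PS19_245, 5 without NTG_233, 3 without K1_243, and 1 each without NTG_232, K1_241 and PS19K1_267. Cd300lf, chosen after its values were seen, was higher in all 4 mice titled P301S than in the other 4. It measured 0.399 CPM in NTG_232, 0.197 CPM in NTG_233, 6.25 CPM in K1_241 and 4.34 CPM in K1_243. It measured 116 CPM in PS19_245, 90.7 CPM in PS19_246, 16.4 CPM in PS19K1_248 and 230.1 CPM in PS19K1_267. Its average effect of P301S was a log2 fold change of 6.55 (SE 0.78, adjusted p 0.113), and it was called in all 8 fits that left out 1 mouse, with adjusted p from 3.8e-07 to 0.0295. Of the 15 alternatives on all 8 mice, 3 called it, namely DESeq2 (2.5e-29), no expression filter (3.1e-68) and the stricter filter (0.0226), and 12 did not, with adjusted p from 0.110 to 0.573. Among the 12 were plate 1 (0.543) and plate 2 (0.436) alone, and equal weight for each cell and the 2 forms of cell means of log2(CPM + 1), where the log2 fold change fell to 4.71, 2.24 and 1.98 (adjusted p 0.356, 0.233 and 0.498). With genotype from the characteristics, which moves PS19_246, the log2 fold change was 3.30 (SE 1.12) and the adjusted p 0.573.

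Of the genes named beforehand, the markers of homeostatic microglia P2ry12, Tmem119 and Cx3cr1 differed by less than their replicate error in 11 of the 12 comparisons of 1 group with 1 group, and the exception, Cx3cr1 for P301S in mice titled R47H, had a log2 fold change of -0.30 (SE 0.26, adjusted p 0.873). P2ry12 had group means of 6294 CPM (SD 98.3, n = 2) in mice titled WT, 7021 CPM (SD 354) in R47H, 6839 CPM (SD 661) in P301S and 6243 CPM (SD 2493) in P301S with R47H. Xist, from the inactive X chromosome, lay between 524 and 722 CPM in all 8 mice, as the female sex given in the labels requires. Il1b and Tnf stayed at or under 9.51 CPM in every mouse. Mapt stayed at or under 3.30 CPM and Prnp at or under 6.62 CPM, with no count of Prnp in either mouse titled WT, so no fold is given.

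Apoe had the largest difference between the groups titled R47H and not within P301S among the 13 genes named beforehand. It measured 2564 CPM in PS19K1_248 and 7300 CPM in PS19K1_267, against 824 CPM in PS19_245 and 99.1 CPM in PS19_246, a log2 fold change of 3.56 (SE 0.86, edgeR adjusted p 0.466). Adjusted over the list alone, the p of Apoe was 0.0274. Over all genes the difference passed the threshold under DESeq2 (adjusted p 0.0216), without an expression filter (1.9e-32) and in cell means of log2(CPM + 1) (0.00663), in a range over the alternatives from 1.9e-32 to 0.902. The 4 mice without P301S lay between 533 and 1114 CPM. PS19_246, with the lowest level, was titled P301S but described as without it. Without PS19_246 the log2 fold change was 2.74, without PS19_245 5.82, without PS19K1_248 4.12 and without PS19K1_267 2.62. Each fit left 1 mouse in an arm, so the log2 fold change is given without a test. In the cells of the largest cluster alone it was 2.14 (SE 0.45, adjusted p 0.267). The share of cells with more than 20 Apoe counts was 39.6% (95% Wilson interval 32.8% to 46.7%) in PS19K1_248 and 36.02% (29.5% to 43.1%) in PS19K1_267, against 14.4% (10.1% to 20.2%) in PS19_245 and 9.63% (6.18% to 14.7%) in PS19_246. It was 31.5% (25.2% to 38.6%) in NTG_232, 27.2% (21.3% to 34.02%) in NTG_233, 27.7% (21.8% to 34.6%) in K1_241 and 18.8% (13.8% to 25.1%) in K1_243, so PS19_245 and PS19_246 lay below the other 6 mice. Low counts of 1 to 20 were present in 30.4% to 58.6% of the cells of every mouse and were most frequent in both mice of the pool with the most Apoe counts.

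**Figure D2:**
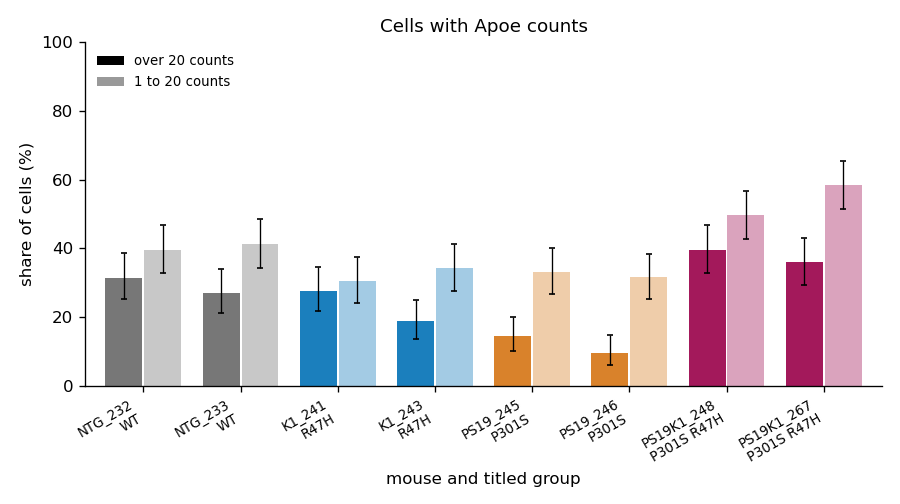
Share of cells in percent (y axis) with more than 20 Apoe counts (dark bars) and with 1 to 20 counts (light bars) in each mouse (x axis, with titled group), with 95% Wilson intervals. PS19K1_248 and PS19K1_267 have the highest shares of both kinds, at 39.6% and 36.02% over 20 counts and 49.7% and 58.6% from 1 to 20.

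Cst7, Clec7a and Itgax, markers of disease-associated microglia, were highest in PS19K1_267. Cst7 measured 299 CPM in PS19K1_267, 88.7 CPM in PS19_245, 13.8 CPM in PS19K1_248 and 2.13 CPM in PS19_246, and between 2.98 and 13.3 CPM in the 4 mice titled without P301S. Its average effect of P301S was a log2 fold change of 3.46 (SE 1.10, adjusted p 0.573). That value was 1.24 without PS19_245 (adjusted p 0.754), 1.71 without PS19K1_267 (adjusted p 0.672) and 3.94 without PS19_246 (adjusted p 0.0441), the last past the threshold. Without an expression filter the adjusted p was 1.7e-24, in a range over the alternatives from 1.7e-24 to 0.916. Clec7a measured 143 CPM in PS19K1_267, 67.0 CPM in PS19_245, 12.2 CPM in PS19K1_248 and 0.0766 CPM in PS19_246, against 4.19 CPM in NTG_232, 26.4 CPM in NTG_233, 21.6 CPM in K1_241 and 0.0173 CPM in K1_243. Itgax measured 45.8 CPM in PS19K1_267, 27.01 CPM in PS19_245, 4.57 CPM in PS19K1_248 and 3.59 CPM in PS19_246, against 0.0133 CPM in NTG_232, 11.9 CPM in NTG_233, 26.95 CPM in K1_241 and 5.66 CPM in K1_243. For both genes the mice titled with and without P301S overlapped.

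The gene list tests asked whether microglial states named in the field moved as sets. Camera called 4 of 28 tests. Genes of disease-associated microglia were higher in P301S with R47H than in P301S (median log2 fold change 0.68, 24 of 31 genes higher, adjusted p 0.0424) and than in R47H (median 1.06, 28 of 31 higher, adjusted p 2.5e-06). Interferon response genes were higher in P301S with R47H than in P301S (median 0.93, 22 of 26 higher, adjusted p 0.0424) and than in R47H (median 1.91, 26 of 26 higher, adjusted p 8.0e-05). None of the 4 calls held under fry or under camera with an estimated correlation, where all 28 tests had adjusted p of at least 0.815 and 0.972. Single mice set the values. For R47H within P301S, the disease-associated median was -0.07 without PS19K1_267 and -0.17 without PS19_246, and the interferon median was -0.61 and -0.50. For P301S in mice titled R47H, the interferon median was -0.12 without PS19K1_267 and the disease-associated median 0.55. The mean log2 deviation of the disease-associated list was 2.22 in PS19K1_267 but -0.18 in PS19K1_248, and 1.21 in PS19_245 but -1.48 in PS19_246. That of the interferon list was 4.22 and -0.53 in the first pair and 2.52 and -1.88 in the second.

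**Figure D3:**
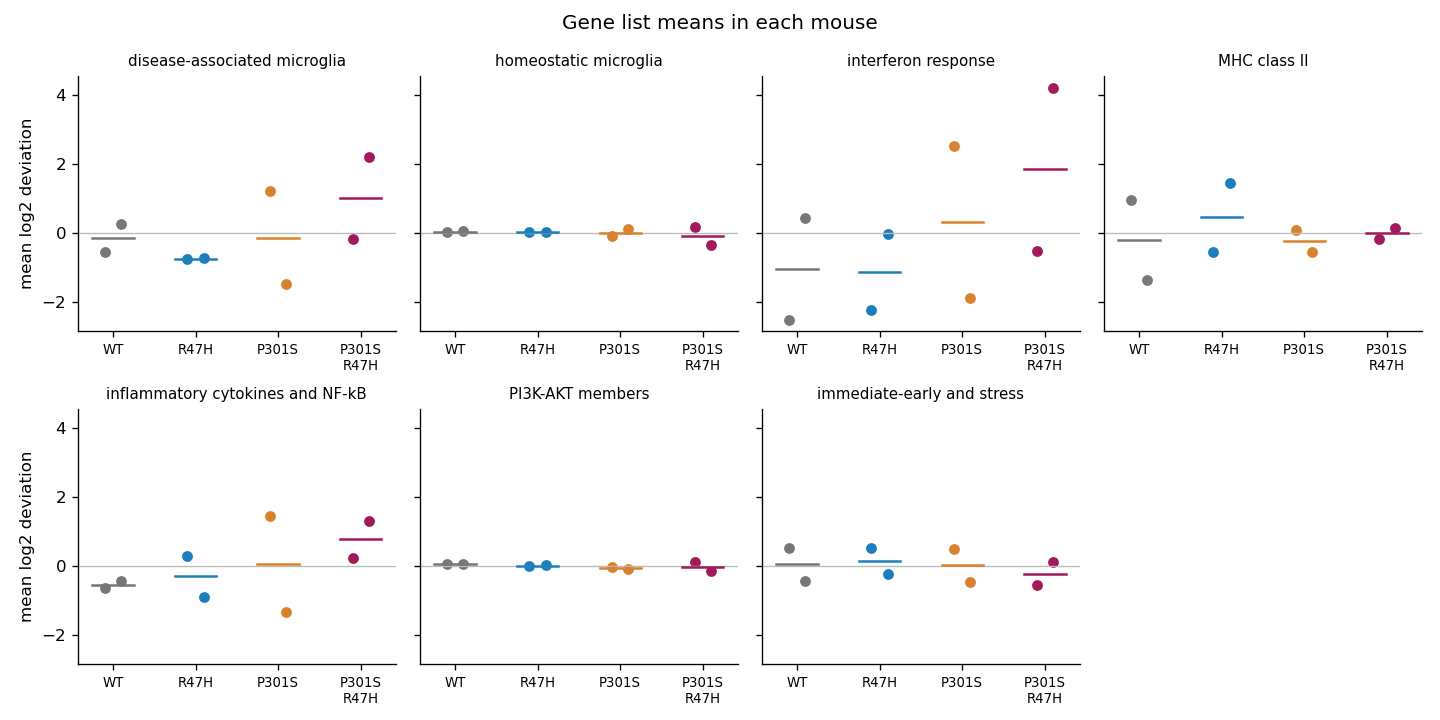
Mean log2 deviation of each gene list from its mean over the 8 mice (y axis) by titled group (x axis), with 1 point per mouse and a line at the mean of the 2 mice. In the disease-associated and interferon panels the 2 mice titled P301S lie at 1.21 and -1.48 and at 2.52 and -1.88, farther apart than the group means.

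The other 5 lists were not called in any comparison. PI3K-AKT members, included because the title names AKT, had a median log2 fold change of 0.02 for R47H within P301S (25 genes, 13 higher, adjusted p 0.787) and -0.05 for R47H without P301S (12 of 25 higher, adjusted p 0.813). These are transcript levels of pathway members, which do not measure AKT signalling itself. Homeostatic genes had a median of -0.04 for R47H within P301S (8 of 21 higher, adjusted p 0.603). Inflammatory cytokine and NF-kB genes had a median of 0.42 for P301S in mice titled R47H (16 of 22 higher, adjusted p 0.110), MHC class II genes 0.81 for R47H without P301S (7 of 10 higher, adjusted p 0.600), and immediate-early and stress genes 0.23 for R47H within P301S (12 of 22 higher), where camera tested the opposite direction, lower (adjusted p 0.603). Single mice changed the sign of several of these medians. The MHC class II median was -0.40 without NTG_233 and -0.29 without K1_243, the homeostatic median 0.11 without PS19K1_267 and the immediate-early median -0.23 without PS19_246. The PI3K-AKT medians were -0.0039 within P301S when PS19K1_248 was left out and 0.0019 in the mice without P301S when NTG_232 was left out. They moved further, to 0.27 within P301S when PS19K1_267 was left out and to -0.14 without P301S when K1_243 was left out. Within P301S, plate 1 alone gave -0.28 and plate 2 alone 0.12. Adjusted over the list alone, 2 disease-associated genes passed for R47H within P301S and 11 for P301S in mice titled R47H, and 3 immediate-early and stress genes passed in each of these comparisons. Over all genes tested 0 of them passed. The remaining lists had 0 genes passing over the list alone in any of the 4 comparisons, where they had from 0 to 6 genes at an unadjusted p under 0.05.

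Clustering asked whether cells in a distinct state differed in frequency. It gave 3 clusters of 1200, 181 and 99 cells. The second was named disease-associated microglia-like from Spp1, Clec7a and Cst7 among its 10 leading genes, which also included Cxcl10, Ifit2 and Ifit3 of the interferon response and H2-Aa, H2-Ab1 and Cd74 of MHC class II. The others met no naming rule. The third cluster had a median of 1028 detected genes, against 1665.5 in the largest. Its 10 leading genes included 2 neutrophil markers and 1 astrocyte marker, so cells of other types or of low quality cannot be excluded there. The condition set beforehand for giving shares, that the leading genes of a cluster are not called between groups, was met only because no gene was called, so it tested nothing. The disease-associated microglia-like share was 2.72% (95% Wilson interval 1.17% to 6.20%) in NTG_232, 3.26% (1.503% to 6.93%) in NTG_233, 1.63% (0.556% to 4.68%) in K1_241 and 3.31% (1.53% to 7.04%) in K1_243. It was 16.0% (11.5% to 22.0%) in PS19_245, 2.14% (0.835% to 5.37%) in PS19_246, 8.02% (4.92% to 12.8%) in PS19K1_248 and 60.2% (53.0% to 67.0%) in PS19K1_267. The share averaged 21.6% (SD 26.4, n = 4) with P301S and 2.73% (SD 0.782, n = 4) without, a difference of 18.9 points with a two-sided exact permutation p of 0.167 (adjusted 0.333 over 6 tests). It averaged 18.3% (SD 28.1, n = 4) with R47H and 6.04% (SD 6.68, n = 4) without, a difference of 12.3 points with an exact permutation p of 0.556 (adjusted 0.556). The smallest p this design allows is 0.0556. Both differences were smaller than the pooled SD within groups, 19.1 points. PS19K1_267 held 112 of the 181 cells. Among new clusterings that named the cluster, the one without NTG_232 moved the P301S difference most, to 13.4 points. In a new clustering without PS19K1_267 no cluster met the naming rule, so it gave no share. In the clustering as reported, the other mice titled R47H held 1.63%, 3.31% and 8.02%. Their mean lay below the 6.04% of the mice titled without R47H, so the R47H difference reversed without PS19K1_267. The other mice titled P301S held 16.0%, 2.14% and 8.02%, and their mean stayed above the 2.73% without P301S. The share of the third cluster was highest in PS19K1_248 (14.97%) and PS19K1_267 (8.06%), and between 3.80% and 5.88% in the other mice. Its exact permutation p was 0.222 for R47H and 0.167 for P301S (adjusted 0.333 for each).

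**Figure D4:**
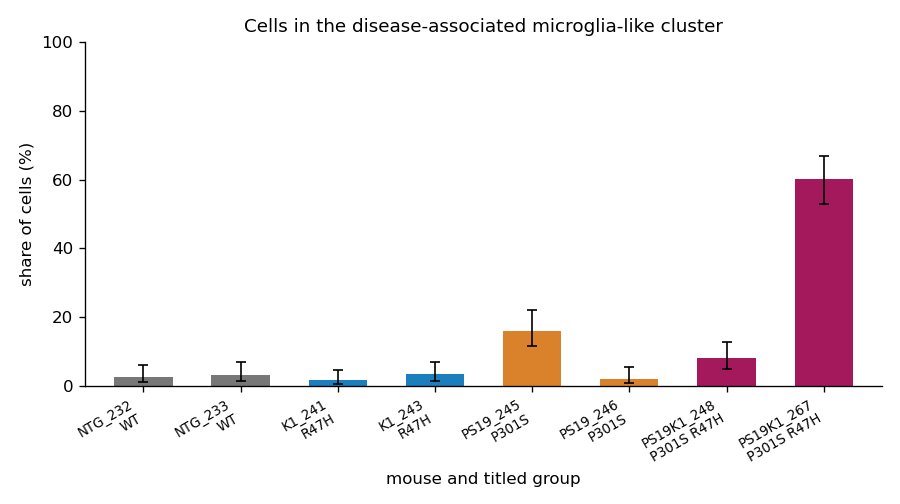
Share of cells in percent (y axis) in the disease-associated microglia-like cluster for each mouse (x axis, with titled group), with 95% Wilson intervals. PS19K1_267 stands at 60.2% and its group mate PS19K1_248 at 8.02%.

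A last comparison asked whether R47H acted alike with and without P301S. Across 12591 genes the log2 fold changes of R47H in the 2 backgrounds, which share no mouse, had a Pearson correlation of 0.034. Genes are not independent replicates. On log2 CPM the real split gave 0.043, and the other 8 ways to split the 4 mice of each background into 2 and 2 gave from -0.070 to 0.025. The real split was the second largest in size of the 9. It rose most, to 0.077, when cell means of log2(CPM + 1) were used with counts of 20 or fewer set to 0.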

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

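The tests of technical explanations in this part were chosen after the shares of cells per mouse had been seen, and the interaction was planned. Sets of 4 mice, formed by 1 factor of the titles, were searched for a mouse far from the other 3. Chance marks about 1 set in 20, and 2 of the 8 sets searched held such a mouse. Both concern the share of disease-associated microglia-like cells, both sets mix mice with and without P301S, and each mouse found is titled P301S. Effects in the 2 backgrounds were also compared for 20 genes and lists (40 effects), and 0 pointed in opposite directions without overlap. The interaction called 0 genes, with 724 at an unadjusted p under 0.05.

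PS19K1_267 stood far from the other 3 mice titled R47H, with 60.2% of its cells in the disease-associated microglia-like cluster. A single deviating plate was argued against, as the lower of its 2 plates held 59.8%. Wells with more than 1 cell were argued against, as the cells of the cluster had a median of 1.03 times the counts and 1.02 times the detected genes of the cells of the largest cluster in the same mouse. Reads spread between wells of the pool were argued against as the whole source, as PS19K1_248, of the same pool, held 8.02%. A difference in the individual course of disease may remain as a biological explanation, and it was not tested. P301S itself also stays open, since the other 3 mice of the set include only 1 titled P301S, PS19K1_248.

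PS19_245 stood far from the other 3 mice titled without R47H, with 16.0% of its cells in the cluster. The lower of its 2 plates held 12.6%, which argues against a single plate. The cells of the cluster had 1.05 times the median counts and 1.13 times the median detected genes of the cells of the largest cluster, small ratios that argue against wells with more than 1 cell as the whole source and leave a part open. PS19_246, of the same pool, held 2.14%, which argues against reads spread within the pool as the whole source. PS19_245 may differ from the 2 mice titled WT because of P301S, which the design names and which was not tested on this set. The difference from PS19_246 is taken up below with the labels of that mouse.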

How the results depend on the processing

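Chosen only after the data were seen were the tests without Rn45s, on the largest cluster, outside the third cluster, on cell means of log2(CPM + 1) in 2 forms and with the GC offset, and the list medians without single mice. Over 19 results there were 291 alternative values. Of these, 208 kept the direction and the side of the threshold or stayed within the spread, 12 weakened, 18 strengthened, 48 moved and 5 reversed. For the cluster shares that spread was 19.1 points, wider than the differences of 12.3 and 18.9 points. A share with no difference would therefore also have counted as kept. Clusterings in which no cluster was named disease-associated microglia-like gave no value and are not among the 291. For the gene list tests only the number called was weighed. Plates 1 and 2 alone, with 4 and 3 called, are therefore among the 208 although single calls changed.

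The counts of called genes rose from 0 (517 to 1041 at an unadjusted p under 0.05) in all 7 comparisons under DESeq2 and without an expression filter. DESeq2 called 294 genes for R47H within P301S, 203 for R47H without P301S, 209 for P301S with mouse Trem2, 299 for P301S with R47H, 214 for the interaction, 326 for the R47H average and 373 for the P301S average. With every gene that had at least 1 count the same comparisons gave 110, 43, 50, 152, 47, 114 and 159 genes. There the prior degrees of freedom became infinite, against 5.75, so every gene took its spread from the trend, and the SE of Apoe fell from 0.86 to 0.28. The stricter filter called 2 genes for R47H within P301S, 2 for P301S with R47H and 1 for the P301S average. Genotype from the characteristics called 8 genes for P301S with R47H and 4 for the P301S average. Fits of only the 2 groups compared called 1 gene for R47H without P301S and 1 for P301S with mouse Trem2. The mean of log2(CPM + 1) called 1 gene for R47H within P301S and 1 for the interaction, Apoe in both. The infinite prior may be the cause in the unfiltered fit, but a finite prior was not tried on those genes. A test of the DESeq2 calls for R47H within P301S is given below (44.9% of them with at least 50% of the counts of the higher arm in 1 cell). For the other settings the cause was not tested. Groups of 1 mouse loosen the expression filter, and genotype from the characteristics tested 13855 genes against 12591. The fits that left out a mouse tested 13635 to 13743. Across the 8 fits that each left out a mouse, the R47H average called from 0 to 25 genes (25 without PS19K1_267) and the P301S average from 1 to 41 (41 without PS19K1_248).

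The Trem2 difference kept its direction under every alternative run. It passed the threshold at -0.66 under DESeq2 (adjusted p 0.00732) and at -0.67 without a filter (adjusted p 0.0304), in a range of adjusted p from 0.00732 to 0.868. Leaving out a mouse gave from -0.86 without NTG_233 to -0.41 without NTG_232. The size was largest in cell means of log2(CPM + 1), at -1.55 (SE 0.41), and -1.53 (SE 0.47) with counts of 20 or fewer set to 0. The causes of the changes under DESeq2 and in the cell means were not tested.

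Of 28 list tests, 4 were called by camera, 0 by fry and 0 by camera with an estimated correlation, whose smallest adjusted p were 0.815 and 0.972. With cells of at least 1000 genes and 50000 counts 2 were called, and the cause was not tested. Single plates also changed calls. On plate 1 the disease-associated list for R47H within P301S was not called (adjusted p 0.132) and the interferon list for P301S with mouse Trem2 was (adjusted p 0.00672). On plate 2 the interferon list for R47H within P301S was not called (adjusted p 0.443). Leaving out a mouse reversed 5 medians of the 4 called tests, and medians of uncalled tests changed sign as well. For R47H within P301S the disease-associated median was -0.17 without PS19_246 and -0.07 without PS19K1_267, in a range from -0.17 to 1.11. The interferon median was -0.50 and -0.61 without the same mice, in a range from -0.61 to 3.77. For P301S with R47H the interferon median was -0.12 without PS19K1_267, in a range from -0.12 to 4.13, and the disease-associated median ran from 0.55 to 1.70.

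The differences in cluster share kept their direction in every new clustering where the cluster could be named. Across the 2 such fits that left out a mouse (NTG_232 and PS19_245) they ran from 9.75 to 14.2 points for R47H. For P301S they ran from 13.4 to 17.4 points. Both fits kept PS19K1_267. In the clustering as reported, leaving that mouse out of the means reversed the R47H difference, while that for P301S kept its direction. In the other 6 fits that left out a mouse and with 1000 variable genes no cluster was named disease-associated microglia-like, so no value was given. In 2 of these, without PS19_246 and with 1000 variable genes, a cluster was named interferon-responding-like instead. The correlation of the R47H effects was 0.0760 with the stricter filter and 0.0774 with low counts set to 0 in the cell means, and from 0.0120 to 0.0363 across the 8 fits that left out a mouse. The cause was not tested. Genotype from the characteristics was not run where it left 1 mouse in an arm. The median change of called genes had no value, as 0 were called, and no cluster of the clustering as reported was named as another cell type.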

Other observations

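All tests in this part were chosen after the result was seen, apart from the counts of called genes in other splits of the mice by title.

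The Trem2 level of NTG_233, titled WT, was 780 CPM, inside the 680 to 965 CPM of the 4 mice titled R47H. A plate from another animal was argued against, since the higher of its 2 plates measured 808 CPM. A general difference from NTG_232 was argued against, since the Trem2 ratio of the 2 mice was at percentile 0.870 among 115 genes of similar level, the lowest of them. A wrong title, with the characteristics right, may explain the value of 780 CPM. Ordinary variation between animals is argued against by the other 3 mice titled with mouse Trem2 (mean 1604 CPM, SD 118), whose plates measured 1250 to 1718 CPM, although only 3 mice give that spread.

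PS19_246, titled P301S but described as without it, had the lowest mean deviation of the disease-associated list, -1.48. Lower depth was argued against, as its total of 78.3 M counts was the highest of any mouse. A wrong title and ordinary variation cannot be told apart, because PS19K1_248, whose labels do not conflict, also lay among the mice without P301S at -0.18. Cd300lf, at 90.7 CPM, was on the side of the mice titled P301S, but it was picked for its difference by title.

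Other splits of the 8 mice were fitted with 2 arms. For R47H by title, 0 genes were called with 512 at an unadjusted p under 0.05, and 35 of the 35 splits gave as many called and 4 of 35 as many at an unadjusted p under 0.05. For P301S by title, 0 genes were called with 655 at an unadjusted p under 0.05, with 35 of 35 and 1 of 35 splits giving as many. By the characteristics (3 mice against 5), R47H called 0 genes with 458 at an unadjusted p under 0.05. There 56 of 56 and 29 of 56 splits gave as many. Where 0 genes were called every split gives as many, so the tallies of 35 of 35 and 56 of 56 test nothing. P301S called 1 gene with 842 at an unadjusted p under 0.05, and 4 of 56 and 1 of 56 splits gave as many. Library pools hold 1 titled group each, so the splits by title follow pools too. Those by the characteristics do not fully, since they part NTG_233 from NTG_232 for R47H and PS19_246 from PS19_245 for P301S.

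S1pr2 and Lzts2 were nearly absent from both mice titled P301S with R47H. S1pr2 had 1 count in each against 7.03 to 42.7 CPM elsewhere, and Lzts2 had none against 9.84 to 23.4 CPM. A gene was taken as absent from a pair at 3 counts or fewer, with at least 5 CPM in the other mice. Ier3, at 0 CPM in both mice and 2.78 to 12.5 CPM elsewhere, missed the second limit. Of the 28 pairs of mice, 2 lacked as many genes in this way, the other being PS19_245 with PS19K1_267, from different groups. Absence from a pair of mice by chance may therefore explain it. The library pool was not separable here.

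Genes rich in GC were lower in both mice titled P301S with R47H, with Spearman correlations of -0.131 and -0.072 between the log2 ratio and GC content over 7509 genes, against 0.031 to 0.094 in the other 6. On plate 2 alone the 2 values were -0.078 and -0.013, and NTG_233 was also at -0.013. A different mix of cells was argued against by the largest cluster alone, where the weaker correlation was -0.0606. Low-quality cells stay open, since the stricter cell filter removed only 57 cells and left the weaker correlation at -0.0720, with almost no change in any mouse. For these mice the library pool and the genotype cannot be told apart, as 0 pools hold mice of more than 1 titled group.

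Low counts of Apoe followed the pool, being most frequent in the pool with the most Apoe counts (650530). For 11 genes with at least 50% of their counts in 1 cell, low counts were present in 1.18% of the cells of the other mouse of the pool and 0.188% in other pools, higher for 11 of 11 genes (two-sided exact sign test p 0.000977). The 11 genes were held by 7 cells, so they are not independent. Reads spread between wells of a pool may contribute to the low counts. They do not account for PS19_245 and PS19_246 of 1 pool holding 51408 and 7764 counts. With counts of 20 or fewer set to 0, the Apoe difference in cell means fell from 4.21 (adjusted p 0.00663) to 3.13 (adjusted p 0.400).

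DESeq2 called 294 genes for R47H within P301S where edgeR called 0 (867 at an unadjusted p under 0.05). Of these, 44.9% had at least 50% of the counts of the higher arm in 1 cell, against 17.5% of the other genes tested, and 154 had 3 or fewer counts in an arm. Counts held by single cells may therefore drive many of the calls, and 74 of the 294 were also called by edgeR without a filter.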
